A study of Homo sapiens with 18 samples.

How the data were processed

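RNA from 2 human acute myeloid leukaemia cell lines, HL-60 and MOLM-13, was measured by stranded total RNA sequencing. Each line was exposed for 48 h to the solvent dimethyl sulfoxide (DMSO), to decitabine (DAC) or to NTX-301, and each of the 6 groups held 3 replicates, 18 samples in all. DAC is a cytidine analogue that traps DNA methyltransferases, and NTX-301 is a nucleoside analogue of the same class. Per the labels, the stated concentration was 30 nM for HL-60 and 15 nM for MOLM-13. The wording leaves open whether these apply to both drugs or to DAC alone, so dose and line cannot be separated. RNA was extracted with a column kit and libraries were made with a stranded total RNA kit, per the labels' protocols.

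Every file held 1 normalized expression value per gene for 1 sample, and the authors deposited these on a log2 scale. The unit is read from the values, because neither the file headers nor the labels name the method. The aligner, the counting tool, the genome build, the annotation version and the use of strand were not stated. Per the file headers, genes carry NCBI Gene IDs, RefSeq transcript IDs and symbols. No coordinates are given here, since no build was named. Of the NCBI Gene IDs, 97.9% (HL-60) and 98.0% (MOLM-13) matched the RefSeq gene table for GRCh38.p14, which was used for names only. The HL-60 files listed 17110 genes and the MOLM-13 files 17475, with 15517 in both. Each line appeared to have been normalized apart, since the gene sets differ between lines and are identical within them.

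The deposited values showed 2 traits that bear on the measurements. Low genes were drawn towards their own mean over the 9 samples of a line: the median range over the 9 samples was 0.021 among HL-60 genes with a mean value of 0 to 3 and 0.21 among those with a mean of 8 to 12 (0.027 and 0.26 in MOLM-13). Fold changes are therefore compressed, most of all for low genes. The lowest 64 genes of HL-60 and 61 of MOLM-13 shared 1 set of 9 values with a geometric mean linear value of 0.999 and 1.00, as 1 read in every sample would give. Among genes with a mean log2 value under 0.6, 9 times the geometric mean of the linear values was compared with whole numbers. It lay within 0.2 of one in 96.0% (HL-60) and 95.7% (MOLM-13), where 40% would do so by chance if genes were independent. They were not, since the shared set above made up 64 of these 125 genes in HL-60 and 61 of 116 in MOLM-13. Genes without a read in some sample appeared to have been left out, so a gene silent in DMSO and switched on by a drug may be missing from the tables. Read depth per sample was unknown. The linear values give the normalized scale and not a depth. No confidence interval that needs a depth is given, and precision rests on the spread between replicates. The 10 highest genes held between 9.49% and 12.5% of the linear sum in every sample.

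Group differences were tested with limma 3.58.1 in R 4.3.3 on the deposited log2 values (lmFit, then eBayes with a mean-variance trend; two-sided). The 9 samples of a line entered 1 fit with a mean per group, which left 6 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Genes with a linear value of at least 1 in at least 3 samples were tested, which removed 64 genes in HL-60 and 0 in MOLM-13. Whether a drug effect differed between lines was tested in 1 fit of all 18 samples, as the drug effect in MOLM-13 minus that in HL-60, over the 15474 genes tested in both. The likeness of 2 sets of fold changes was described by Pearson's r and Spearman's rho across genes, which are not independent replicates. Because both drugs share the DMSO samples, 100 simulated pairs of unchanged groups against the same controls gave the value expected with no effect. Differences between groups of 3 are given with the SE of limma, and levels as mean ± SD.

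The 7 gene lists (p53 targets, interferon response, cancer-testis genes, myeloid differentiation, cell cycle, splicing factors and histone genes), the tests and the rule for naming genes were fixed before the data were examined. Lists with at least 10 members in the files were tested with camera (limma) at an inter-gene correlation of 0.01, adjusted over 36 tests within lines and 12 between lines. Of 28 cancer-testis genes, 2 were listed for HL-60 and 4 for MOLM-13, too few for a test. Named genes were, for each contrast, the 3 with the highest and the 3 with the lowest log2 fold change among those with an adjusted p-value under 0.05, a mean linear value of at least 5 in the higher group and no overlap between the groups. To these were added, per list and drug-against-DMSO contrast, the 2 members with the lowest adjusted p-value, and DNMT1, DNMT3A, DNMT3B, UHRF1, DCK, CDA and SAMHD1 whatever their values. The text gives a selection of the genes named by list, and 1 item is not reported here.

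The steps were tested on simulated data with the real gene means and residual spreads. In each line, 200 genes with a mean log2 value of at least 6 were changed by 0.25, 0.5 or 1 on the log2 scale. Of these, limma recovered 97.0% among 17046 HL-60 genes and 88.0% among 17475 MOLM-13 genes, with 5 and 14 false calls. Of the changes of 0.25 it recovered 90.3% and 67.7%, and smaller changes were not simulated, although the median size among called genes was below 0.25. For the difference between lines it recovered 98.5% of 200 genes changed by 0.5 among 15474, with 14 false calls. These genes too had a mean log2 value of at least 6. Lower genes were not changed in any simulation, so recovery among them is unknown. Of 200 random lists, camera called 3.0% and 4.5% at an unadjusted p-value under 0.05. The simulated genes varied independently, so this check does not cover lists whose genes vary together. GC content and length came from the longest GENCODE v29 transcript linked to each NCBI Gene ID, and 90.1% (HL-60) and 89.9% (MOLM-13) of genes with a mean log2 value of at least 6 had both. Python 3.11.15 was used with pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The alternatives tried were other filters, centring each sample on its median, quantile normalization, limma without the trend, a fold-change minimum, fits of only the 2 groups compared, other list tests and leaving out each sample in turn. Linear values with a pseudocount had been foreseen, but the files hold log2 values, so none was added.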

Results

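Gene expression was compared in HL-60 and MOLM-13 cells after 48 h (day 2) with DMSO, DAC or NTX-301, with 3 replicates in each of the 6 groups. HL-60 is a promyelocytic leukaemia line and MOLM-13 is a monocytic acute myeloid leukaemia line. The title of the series names the profiling of expression upon NTX-301, with DAC as the second drug. The deposited log2 values gave no read depth. Replicates lay close together, with a median SD over genes between 0.027 and 0.031 in the HL-60 groups and between 0.037 and 0.043 in the MOLM-13 groups. Within each line the 3 groups lay apart on the first 2 principal components, which held 53.1% and 25.5% of the variance in HL-60 and 60.5% and 12.4% in MOLM-13.

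**Figure D1:**
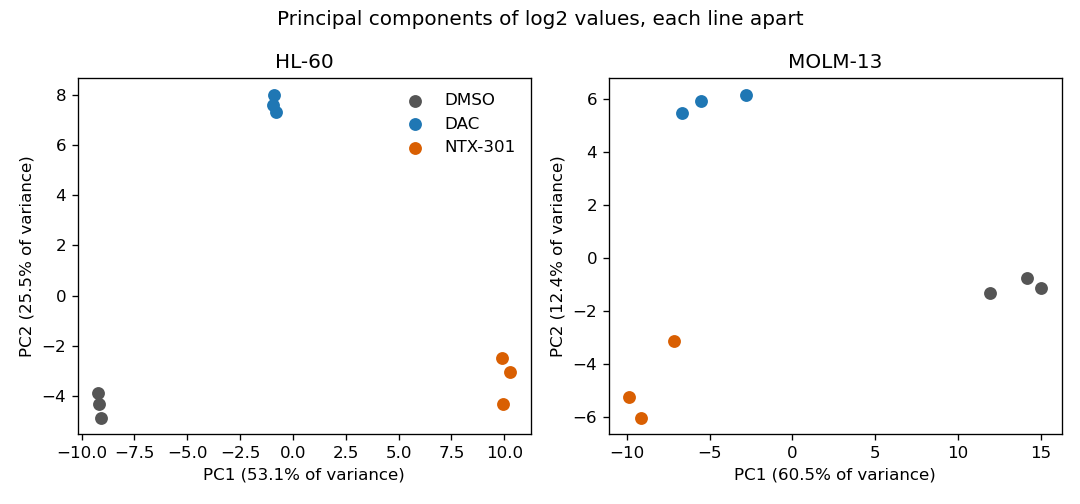
Principal components of the log2 values, computed apart for HL-60 (left) and MOLM-13 (right), with the first component on the x axis and the second on the y axis. Each point is 1 of the 3 replicates of a group, coloured by treatment, and the 3 groups lie apart in both lines.

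The first question was which genes each drug changed against DMSO. In HL-60, DAC changed 4121 of 17046 genes at an adjusted p-value under 0.05, 1975 higher and 2146 lower. NTX-301 changed 6380 genes there, 3115 higher and 3265 lower. In MOLM-13, DAC changed 6394 of 17475 genes (2689 higher, 3705 lower) and NTX-301 changed 7880 (3543 higher, 4337 lower). The changes were small on the compressed scale of the files: the median size among called genes was 0.13 for DAC and 0.15 for NTX-301 in HL-60, and 0.18 and 0.19 in MOLM-13. The alternative that moved these counts most was a minimum log2 change of 1, which left 12 and 24 genes in HL-60 and 4 and 5 in MOLM-13. Centring each sample on its median moved the balance in 3 of these 4 contrasts, to 2310 higher and 5400 lower for NTX-301 in HL-60, 1960 higher and 5731 lower for DAC in MOLM-13, and 2735 higher and 5760 lower for NTX-301 in MOLM-13, so the balance of rises and falls depends on the scaling. The groups did not overlap for 38.5% and 47.2% of genes in HL-60 and for 47.9% and 55.8% in MOLM-13 (DAC and NTX-301), where chance gives 10%.

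EPX (NCBI Gene 8288), which encodes eosinophil peroxidase, had the highest log2 fold change in HL-60 with either drug. Its log2 value was 8.52 ± 0.030 in DMSO, 11.22 ± 0.025 with DAC and 10.55 ± 0.055 with NTX-301 (SD, n = 3), a log2 fold change of 2.70 (SE 0.034, limma adjusted p 2.13e-15) and 2.03 (adjusted p 3.53e-14). DAC also raised HK3 (3101) by 1.75 and GCNA (93953) by 1.61 on the log2 scale, and the falls named by the rule were those of SH3TC1 (−0.72), KIT (−0.61) and SDK2 (−0.60). NTX-301 raised RHEX (440712) by 2.03 and KCNH2 (3757) by 1.64, and lowered FOSB (−1.01) and CXCL8 (−1.0). Several of these genes moved the same way with the other drug. HK3 was 9.89 in DMSO and 11.05 with NTX-301. With DAC, RHEX was 10.89 (9.63 in DMSO), KCNH2 was 9.184 (7.905) and FOSB was 9.03 (9.49). GCNA rose less with NTX-301, from 7.70 to 7.86. CXCL8 went the other way with DAC (14.69, against 14.30 in DMSO). BLOC1S5-TXNDC5 fell by 2.09 with NTX-301, but its 3 values there had an SD of 1.40, and as a readthrough gene it shares reads with the genes it joins, so this value is uncertain.

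In MOLM-13, DAC raised C3 (718) by 1.31 (SE 0.048, limma adjusted p 4.07e-08), DNASE2 (1777) by 1.15 and AXL (558) by 1.07 on the log2 scale. AXL rose by 1.19 with NTX-301 (SE 0.040, adjusted p 2.24e-08). C3 and DNASE2 were also higher with NTX-301 (10.02 and 9.67) than in DMSO (8.93 and 8.99). FADS2 fell with both drugs, by 0.70 and 0.68 on the log2 scale. The rule named IGLL1 for its fall with DAC (−0.71), and H2BU1 (−0.75) and SCD (−0.63) for their falls with NTX-301. These 3 genes were lower with the other drug too. IGLL1 was 9.83 in DMSO and 9.27 with NTX-301. H2BU1 was 8.67 in DMSO and 8.08 with DAC, and SCD was 15.63 in DMSO and 15.00 with DAC. The genes named for NTX-301 also included the 28S ribosomal RNA gene RNA28SN3 (1.90, SE 0.44) and HOXA10-HOXA9 (1.14, SE 0.34), and those named for DAC included HSPE1-MOB4 (−1.04, SE 0.27). The first is a multicopy gene and the other 2 are readthrough genes, so reads may be split between copies and these values are uncertain. HOXA10-HOXA9 lost its call in 3 of the 9 fits that left out 1 sample, for example without NTX-301 replicate 3 (0.89).

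**Figure D2:**
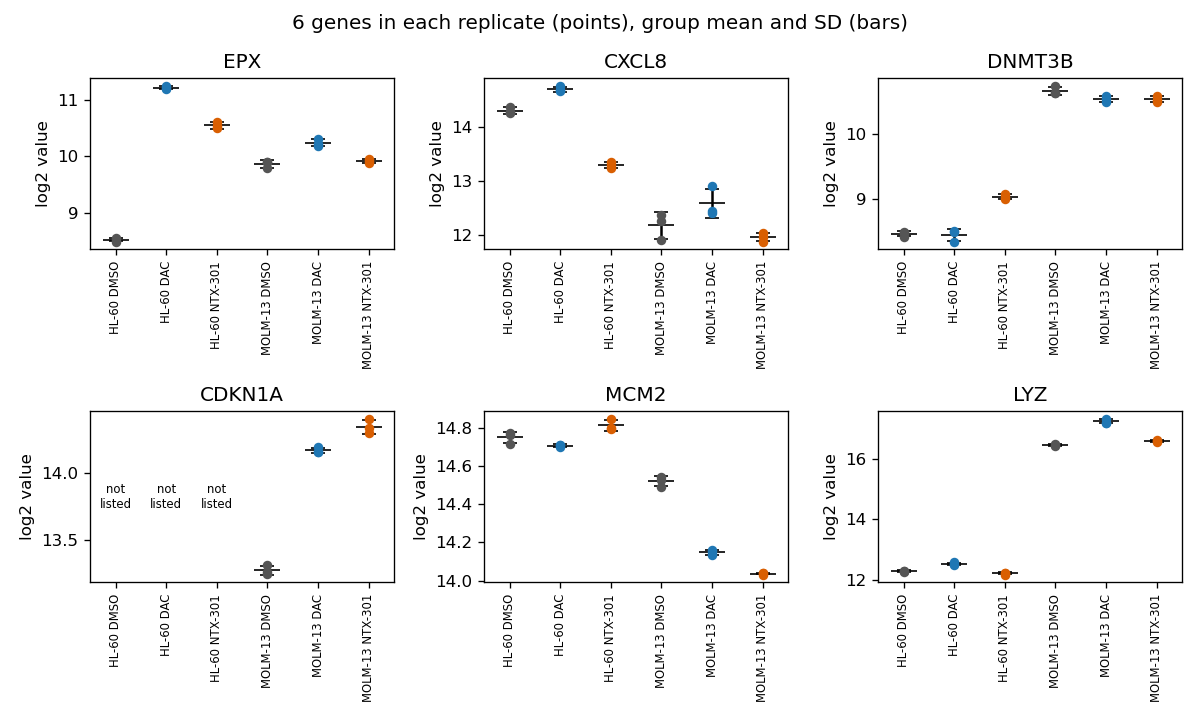
Log2 expression values (y axis) of EPX, CXCL8, DNMT3B, CDKN1A, MCM2 and LYZ in each group (x axis), with points for the 3 replicates and bars for the mean and SD. CDKN1A is not listed for HL-60; EPX rises with both drugs in HL-60, and CXCL8 rises with DAC and falls with NTX-301 there.

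The comparison of the 2 drugs asked how alike they act. Across genes, their log2 fold changes against DMSO correlated with r = 0.61 (rho 0.54) in HL-60 and r = 0.87 (rho 0.86) in MOLM-13. Unchanged groups simulated against the same controls gave a mean r of 0.50 in both lines, ranging from 0.42 to 0.57 and from 0.40 to 0.56. These simulations hold noise alone, so 0.50 is no baseline for drugs that change many genes. Over all genes, 69.9% had the same sign with both drugs in HL-60 and 83.8% in MOLM-13, where the unchanged groups gave 66.8% and 66.6%. Among genes called for both drugs, 91.5% of 2683 in HL-60 and 99.7% of 5291 in MOLM-13 had the same sign. Tested directly, NTX-301 and DAC differed in 5185 genes in HL-60 (2622 higher with NTX-301, 2563 lower, and 1818 and 4860 after centring) and in 1297 in MOLM-13 (526 higher, 771 lower, and 657 and 689 after centring). The MOLM-13 count fell to 462 without NTX-301 replicate 3. In HL-60, CXCL8 was 14.30 ± 0.064 in DMSO, 14.69 ± 0.049 with DAC and 13.30 ± 0.057 with NTX-301 (SD, n = 3), so that the drugs moved it in opposite directions. GCNA rose with DAC and stood 1.45 lower with NTX-301 (−1.45), while MMP2 (1.25), AHNAK (0.92) and F2RL3 (0.91) were higher with NTX-301. In MOLM-13, MPO (−0.81) and LYZ (−0.66) were lower with NTX-301 than with DAC. The differences of RNA28SN3 (1.63, SE 0.44), ADORA2A (0.84, SE 0.18) and KTI12 (−1.01, SE 0.26) lost their call in 6, 4 and 5 of the 9 fits that left out 1 sample. They were 1.24 and 0.77 without DAC replicate 3 for the first 2, and −0.85 without NTX-301 replicate 1 for KTI12. LOC107985430 (0.56) kept its call in these fits.

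**Figure D3:**
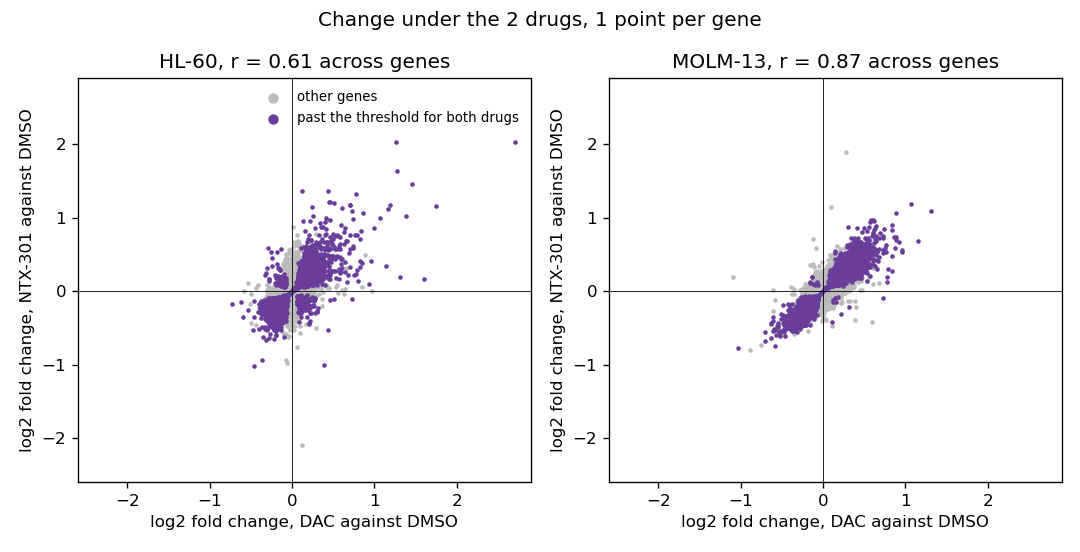
Log2 fold change against DMSO with DAC (x axis) and NTX-301 (y axis) in HL-60 (left) and MOLM-13 (right), 1 point per gene, coloured where both drugs passed the threshold. The points lie closer to a line in MOLM-13 (r = 0.87) than in HL-60 (r = 0.61).

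Gene lists fixed beforehand were tested with camera, and 25 of 36 tests within lines had an adjusted p-value under 0.05. Under fry 28 did, and with the correlation estimated from the samples 15 did. The p53 target list rose in MOLM-13, with a median log2 change of 0.25 with DAC and 0.29 with NTX-301 (camera adjusted p 5.87e-14 and 4.19e-14), and 28 of 30 members were higher with either drug. Adjusted over the list alone, 24 members were called higher with DAC and 27 with NTX-301, against 23 and 26 adjusted over all genes. CDKN1A (1026) rose by 0.89 and 1.07 and MDM2 (4193) by 0.56 and 0.58 on the log2 scale. In HL-60 the p53 target list had a median of −0.029 with DAC and −0.016 with NTX-301 (adjusted p 0.534 for both). The DAC median was −0.0037 without DAC replicate 1, and the NTX-301 median was −0.0024 without DMSO replicate 2 and 0.0037 after quantile normalization, none of them called. The NTX-301 list was called by fry (adjusted p 0.00810, range over its alternatives 0.00810 to 0.888). With NTX-301 in HL-60, 8 members were called higher and 10 lower adjusted over the list alone, against 7 and 10 adjusted over all genes. One member, BTG2 (7832), rose by 0.37 and 0.88.

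Cell cycle genes fell in MOLM-13, with a median of −0.30 with DAC and −0.37 with NTX-301 (camera adjusted p 7.18e-21 and 1.47e-19), and 34 of 34 members were lower. Adjusted over the list alone, 33 and 32 members were called lower there, against 32 and 32 adjusted over all genes. In HL-60 the same list rose slightly, by a median of 0.038 with DAC (adjusted p 0.00497) and 0.12 with NTX-301 (adjusted p 3.81e-10). There, 9 and 29 members were called higher adjusted over the list alone, against 9 and 26 adjusted over all genes. With the estimated correlation the rise with DAC was not called (adjusted p 0.235, range over its alternatives 6.57e-05 to 0.235). Interferon response genes rose with NTX-301 in HL-60 (median 0.14, adjusted p 1.90e-07, 23 of 25 members higher), where the rise with DAC was not called by camera (0.048, adjusted p 0.222, and 0.017 without DMSO replicate 2) and was by fry (adjusted p 0.00325, range over its alternatives 0.00325 to 0.505). Adjusted over the list alone, 19 members were called higher with NTX-301 in HL-60, against 18 adjusted over all genes. They rose with both drugs in MOLM-13 (0.12 and 0.13), with 16 and 14 members called higher adjusted over the list alone, against 14 and 14 adjusted over all genes. The 2 drugs differed for this list in HL-60 (median 0.17, adjusted p 7.25e-07).

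Myeloid differentiation genes rose most with DAC in MOLM-13 (median 0.53, adjusted p 6.59e-13), less with NTX-301 there (0.30), and the list was lower with NTX-301 than with DAC (−0.12, adjusted p 1.09e-06). In HL-60 the medians were 0.041 and 0.13, calls that were not made with the estimated correlation, and the DAC value was 0.029 and not called without DMSO replicate 1. Adjusted over the list alone, 18 and 16 members were called higher in MOLM-13, against 18 and 15 adjusted over all genes. Splicing factors had a median below 0 in the 4 drug-against-DMSO contrasts, −0.050 and −0.061 in HL-60 and −0.15 and −0.14 in MOLM-13, of which the HL-60 calls were not made with the estimated correlation, and after quantile normalization the NTX-301 medians were −0.022 in HL-60 and −0.057 in MOLM-13 and not called. The splicing median with DAC in MOLM-13 kept its call but ranged from −0.18 to −0.060 over its alternatives, so its size is uncertain. In MOLM-13, 23 and 25 splicing factors were called lower adjusted over the list alone, against 21 and 24 adjusted over all genes. Histone genes fell in MOLM-13 (−0.38 and −0.26) under camera but not with the estimated correlation, and were not called against DMSO in HL-60 (−0.026 and 0.11), except with DAC when DMSO replicate 1 (−0.051) or DAC replicate 3 was left out. Adjusted over the list alone, 10 and 10 histone genes were called lower in MOLM-13, against 10 and 10 adjusted over all genes. Among the few cancer-testis genes listed, MAGEB2 rose in HL-60 by 0.66 with DAC (adjusted p 2.16e-08) and 0.12 with NTX-301 (0.099 without NTX-301 replicate 2 and 0.059 after quantile normalization, neither called), and XAGE1B fell in MOLM-13 (−0.17 and −0.18).

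**Figure D4:**
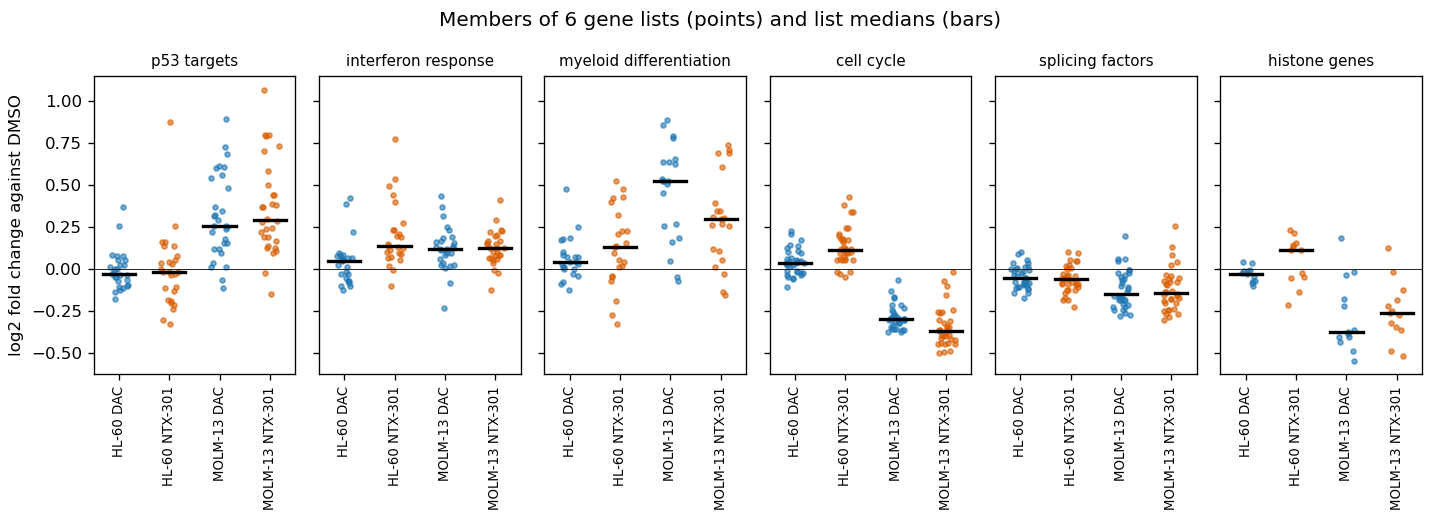
Log2 fold change against DMSO (y axis) of the members of 6 gene lists, in each line and drug (x axis). Points are genes, coloured by drug, and bars are list medians; cell cycle medians are −0.30 and −0.37 in MOLM-13 and 0.038 and 0.12 in HL-60.

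For the targets of the drugs and the genes of nucleoside metabolism, DNMT1 fell in MOLM-13 by 0.18 with DAC (SE 0.023, limma adjusted p 0.000112) and by 0.26 with NTX-301 on the log2 scale, and UHRF1 fell by 0.33 and 0.51. Over the alternatives the DNMT1 values there ranged from −0.22 to −0.080 with DAC and from −0.29 to −0.13 with NTX-301. Both kept their call. In HL-60, DNMT1 changed by 0.030 (adjusted p 0.360) and 0.064 (adjusted p 0.0332), a call that was lost with centring, without the trend, with only the 2 groups compared and in 4 fits that left out 1 sample (0.046 without DMSO replicate 1), and that was kept at 0.12 after quantile normalization. UHRF1 fell there with NTX-301 (−0.079, adjusted p 0.0191), a call lost after quantile normalization (−0.039) and in 4 such fits (−0.060 without DMSO replicate 3) and kept at −0.11 after centring. DNMT3B rose in HL-60 with NTX-301 by 0.56 (SE 0.046, adjusted p 4.26e-07), from 8.47 ± 0.042 to 9.03 ± 0.040 (SD, n = 3), and did not with DAC (−0.021, adjusted p 0.785). It fell in MOLM-13 (−0.13 with either drug), calls that were each lost in 3 fits that left out 1 sample (−0.091 and −0.096 without DMSO replicate 2). DCK, whose product activates DAC, fell in MOLM-13 (−0.20 and −0.22) and was not changed in HL-60 (0.00014 and −0.039). SAMHD1 rose with DAC in MOLM-13 by 0.22. With NTX-301 it was not called in MOLM-13 (0.0015), where the value depended on the scaling (−0.029 after centring, and 0.096 and called after quantile normalization), or in HL-60 (−0.11), where it was called after centring and in 2 fits that left out 1 sample (−0.16 without DMSO replicate 3). CDA was listed for MOLM-13 alone, at 5.11 ± 0.035 in DMSO, and was not called with either drug; without DAC replicate 3 the DAC value was 0.17 and called. DNMT3A was called in HL-60 with DAC (−0.16, adjusted p 0.0384), and lost that call in 4 of the 9 fits that left out 1 sample (−0.10 without DAC replicate 1). With NTX-301 in MOLM-13 it was not called (0.086, adjusted p 0.0529), but was after quantile normalization (0.12), without the trend and in 2 fits that left out 1 sample (0.11 without DMSO replicate 1).

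The last comparison asked whether a drug acted differently in the 2 lines, which differ in origin and in the stated concentration (of both drugs or of DAC alone). A drug's fold changes in the 2 lines correlated across genes with r = 0.23 (rho 0.25) for DAC and r = 0.25 (rho 0.26) for NTX-301. Over all 15474 genes, 58.9% (DAC) and 59.0% (NTX-301) had the same sign in both lines. Of genes called in both lines, 73.2% (DAC, 1490 of 2036) and 71.6% (NTX-301, 2567 of 3587) had the same sign. The effect differed between lines for 4638 of 15474 genes with DAC (1871 higher in MOLM-13, 2767 lower, and 1359 and 4382 after centring) and for 6185 with NTX-301 (2716 higher, 3469 lower). Among the 12 list tests of this difference, 11 had an adjusted p-value under 0.05, and the exception was the interferon response list with NTX-301 (adjusted p 0.50). With the estimated correlation 6 did, and under fry 12 did. After quantile normalization the 2 differences of splicing factors were not called (−0.029 and −0.021). The genes named by the rule for the DAC difference were C3 (1.28), SH3TC1 (1.25) and FOSB (1.03), higher in MOLM-13, and EPX (−2.33), GCNA (−1.52) and IKZF2 (−1.45), lower there. For NTX-301 they were FOSB (1.38), NEAT1 (1.34) and RNA28SN3 (2.07, SE 0.70), and EPX (−1.98), RHEX (−1.85) and IKZF2 (−1.37). The RNA28SN3 difference lost its call in 5 of the 18 fits that left out 1 sample, with 1.56 without HL-60 DMSO replicate 1.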

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

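The test of centring on the cell cycle genes was chosen only after the result was seen.

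Drug effects differed between the lines by a test of the difference itself. For DAC, 4638 of 15474 genes had a different effect in MOLM-13 than in HL-60, and for NTX-301 6185 did. Of 100 drawn splits of the samples within the lines, 1 gave as many genes for DAC and 1 for NTX-301, the real split in both cases. The other splits reached 4503 and 5297 genes where they kept the real groups of 1 line (24 and 23 of the splits), and otherwise at most 1 and 0. Splits that mix drug and DMSO samples put a line's drug effect into the residual spread. They do not represent equal effects in both lines, so they cannot decide whether the effects differ. That rests on the limma test of the difference. Compressed values of genes low in 1 line were argued against as the whole cause, since 42.1% (DAC) and 53.03% (NTX-301) of 7298 genes with a mean log2 value of at least 10 in both lines were called. The stated dose cannot be told apart from the line, because each line had 1 stated concentration, and the labels leave open whether it held for both drugs or for DAC alone. The difference may therefore stem from the lines, from the doses or from both. The biological differences between the lines were not tested.

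The p53 target list differed between lines by a median of 0.28 for DAC and 0.22 for NTX-301 on the log2 scale. A lower level of these genes in HL-60, where values are compressed, was argued against: over the 11 members with a mean log2 value of at least 10 in both lines, the median difference was 0.23 for DAC (bootstrap range 0.033 to 0.43) and 0.22 for NTX-301 (0.14 to 0.61), with 10 of 11 above 0 for either drug. After trends with GC content and transcript length were removed, the larger of the adjusted p-values of the list was 3.33e-12. A biological difference between the lines stays open as an untested explanation, and so does the dose.

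The cell cycle list differed by −0.32 for DAC and −0.49 for NTX-301, with 34 of 34 members lower in MOLM-13 for either drug. A shift from the separate normalization that is common to all samples of a line cancels in changes against DMSO. Centring therefore cannot test it. A shift of all genes in single samples was argued against, since after centring each sample the smaller HL-60 median was 0.039. The MOLM-13 medians were then below 0. After removal of GC and length trends the HL-60 median with DAC was 0.037 and the MOLM-13 medians were −0.26 and −0.31. The rise in HL-60 with DAC was small and was not called with the estimated correlation. That the cycle slowed in MOLM-13 alone may explain the difference, and the dose stays open here as well.

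Other lists differed too. Myeloid differentiation genes differed by 0.42 for DAC and 0.19 for NTX-301, interferon response genes by 0.10 for DAC, splicing factors by −0.090 and −0.099, and histone genes by −0.32 and −0.42. With GC and length trends removed, the medians were 0.47 and 0.26, 0.10, −0.065 and −0.072, and −0.28 and −0.35. The splicing difference for NTX-301 was then not called (camera adjusted p 0.0707), so GC content or length stays open for it. After quantile normalization neither splicing difference was called (−0.029 and −0.021), so the authors' normalization stays open for both. No further explanation was tested for these lists, and the dose, which is not established for NTX-301, could contribute to each of them.

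Among single genes, those named for the difference between lines were C3 (1.28), SH3TC1 (1.25), FOSB (1.03), EPX (−2.33), GCNA (−1.52) and IKZF2 (−1.45) for DAC, and RNA28SN3 (2.07), FOSB (1.38), NEAT1 (1.34), EPX (−1.98), RHEX (−1.85) and IKZF2 (−1.37) for NTX-301. IKZF2 had a mean log2 value of 11.19 in HL-60 and 6.38 in MOLM-13 with DMSO, and C3 had 6.57 and 8.93, so compression in the line with the lower level may enlarge or hide part of such differences. RNA28SN3 is a multicopy gene with an SE of 0.70, and without HL-60 DMSO replicate 1 its difference was 1.56 and not called. Of the genes listed by name beforehand, DCK (−0.20), DNMT1 (−0.21), UHRF1 (−0.32) and SAMHD1 (0.27) differed for DAC, and DCK (−0.18), DNMT1 (−0.32), UHRF1 (−0.43) and DNMT3B (−0.70) for NTX-301. No explanation other than those above was tested for single genes.

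Within lines, the 6 samples of each pair of groups make 10 splits, and for each of the 6 contrasts 1 of the 10 splits, the real one, gave as many genes. The other splits gave at most 1 gene, against 4121, 6380 and 5185 in HL-60 (DAC, NTX-301, and NTX-301 against DAC) and 6394, 7880 and 1297 in MOLM-13. With 10 splits the share cannot fall below 10%, so this design does not exclude chance by that count.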

How the results depend on the processing

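The alternatives with a mean log2 value of at least 6, with robust estimation and with a log2 fold change of at least 0.5 were chosen after seeing the data, and so was quantile normalization for lists and single genes. The 8 counts of genes stayed within 1.5 times under other filters, centring, quantile normalization, limma without the trend and robust estimation, and so did the 6 counts within lines in fits of only the 2 groups compared. The filter of a linear value of at least 1 in every sample removed no further gene, and in MOLM-13 neither filter removed any, so these say nothing about stability. The alternative of another pseudocount was not run, because the values were already on a log2 scale. With a log2 fold change of at least 1, the counts were 12, 24 and 5 in HL-60 (DAC, NTX-301, and NTX-301 against DAC), 4, 5 and 2 in MOLM-13, and 14 and 21 between lines (DAC, NTX-301), fewer by construction. With at least 0.5 they were 96, 208 and 101, then 158, 197 and 13, and then 186 and 394.

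Centring moved the share of higher genes from 48.8% to 30.0% for NTX-301 in HL-60, from 50.6% to 27.2% for NTX-301 against DAC there, from 42.1% to 25.5% and from 44.96% to 32.2% for DAC and NTX-301 in MOLM-13, from 40.6% to 48.8% for NTX-301 against DAC there, and from 40.3% to 23.7% for DAC between lines. Of the genes called without centring, 5572, 4377, 5659, 7073, 1159 and 4126 remained called.

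Replicate numbers did not pair the samples: deviations of same-numbered samples correlated with a median r of 0.021 in HL-60 and 0.0034 in MOLM-13, and 1 of 9 pairs in each line was over 0.1. With a replicate block, NTX-301 against DAC in MOLM-13 gave 817 genes, of which 788 were among the 1297. CDA with DAC in MOLM-13 was called (0.12, adjusted p 0.0395). It changed no other count by over 1.5 times and no other call among lists, fixed genes and named genes.

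Across the fits that each left out 1 sample, NTX-301 against DAC in MOLM-13 ranged from 462 (without NTX-301 replicate 3) to 1322 genes, and the likeness of the drugs in MOLM-13 from 0.84 (without DAC replicate 3) to 0.88. Their causes were not tested beyond the smaller number of samples.

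Under fry, 4 lists were called that camera did not call: interferon response with DAC in HL-60 (0.048) and for NTX-301 between lines (−0.031), p53 targets with NTX-301 in HL-60 (−0.016), and myeloid differentiation for NTX-301 against DAC in HL-60 (0.042). With the correlation estimated from the samples, 15 lists lost their call at the same medians. In HL-60 these were myeloid differentiation (0.041 and 0.13), splicing factors (−0.050 and −0.061), cell cycle with DAC (0.038) and histone genes for NTX-301 against DAC (0.15). In MOLM-13 they were histone genes (−0.38 and −0.26), and p53 targets (0.056) and cell cycle (−0.060) for NTX-301 against DAC. Between lines they were splicing factors (−0.090 and −0.099), histone genes (−0.32 and −0.42) and myeloid differentiation for NTX-301 (0.19). After centring, myeloid differentiation for NTX-301 against DAC in HL-60 was called (0.013), and p53 targets there turned to −0.022. Among genes of mean at least 6, the latter was −0.0097 and splicing factors for NTX-301 between lines (−0.099) lost their call. After quantile normalization, splicing factors lost their call with NTX-301 in HL-60 (−0.022) and MOLM-13 (−0.057) and between lines (−0.029 and −0.021), and histone genes for NTX-301 against DAC in MOLM-13 were called (0.021). Medians near 0 changed sign for p53 targets with NTX-301 in HL-60 (0.0037), p53 targets (−0.0019) and splicing factors (0.015) for NTX-301 against DAC there, and interferon response for NTX-301 between lines (0.0027). The cause was not tested.

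Leaving out 1 sample gave ranges of −0.0027 to 0.014 for p53 targets and −0.0074 to 0.0044 for splicing factors (NTX-301 against DAC in HL-60). For the same comparison in MOLM-13 they were −0.015 to 0.035 for histone genes (called without DAC replicate 2, 0.035, and without NTX-301 replicate 3, 0.026), −0.0025 to 0.024 for interferon response and −0.011 to 0.0065 for splicing factors. Histone genes with DAC in HL-60 ranged from −0.051 to −0.012, and myeloid differentiation from 0.029 to 0.057. In HL-60, p53 targets ranged from −0.034 to −0.0037 with DAC and from −0.030 to −0.0024 with NTX-301, interferon response with DAC from 0.017 to 0.048, and myeloid differentiation for NTX-301 against DAC from 0.027 to 0.058. Interferon response for NTX-301 between lines ranged from −0.042 to −0.0049 (without MOLM-13 NTX-301 replicate 3).

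Among fixed genes, DNMT1 with NTX-301 in HL-60 lost its call after centring (0.036), without the trend and with the 2 groups compared (0.064 for both). DNMT3A with DAC in HL-60 lost its call without the trend and with the 2 groups compared (−0.16 for both), and with NTX-301 in MOLM-13 gained it without the trend (0.086). SAMHD1 with NTX-301 was called after centring in HL-60 (−0.14) and turned to −0.029 in MOLM-13. After quantile normalization, UHRF1 with NTX-301 in HL-60 lost its call (−0.039), and DNMT3A (0.12) and SAMHD1 (0.096) with NTX-301 in MOLM-13 gained one. Leaving out 1 sample gave, in HL-60, 0.046 to 0.086 (DNMT1, NTX-301), −0.23 to −0.10 (DNMT3A, DAC), −0.053 to 0.030 (DNMT3B, DAC), −0.013 to 0.021 (DCK, DAC), −0.031 to 0.011 (UHRF1, DAC), −0.10 to −0.060 (UHRF1, NTX-301) and −0.16 to −0.065 (SAMHD1, NTX-301; called without DMSO replicate 3, −0.16, and without NTX-301 replicate 3, −0.15). In MOLM-13 it gave 0.056 to 0.17 (CDA, DAC), 0.073 to 0.11 (DNMT3A, NTX-301; called without DMSO replicate 1, 0.11, and without DAC replicate 2, 0.086), −0.15 to −0.091 and −0.16 to −0.096 (DNMT3B) and −0.021 to 0.016 (SAMHD1, NTX-301). The cause was not tested. Of 100 results for genes named by rule or list, 7 lost their call in at least 1 fit that left out a sample and 6 under another alternative. The unknown read depth limits low genes most, whose compressed values hide changes.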

Other observations

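The tests of scaling, of depth, of readthrough genes and of CXCL8 were chosen only after the result was seen.

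Among called genes, low genes mostly rose and high genes mostly fell with either drug. In MOLM-13 with DAC, 510 of 559 called genes with a mean log2 value of 6 to 8 were higher (91.2%), against 1223 of 4589 with a mean of at least 10 (26.7%). With NTX-301 there the shares were 90.4% and 27.6%, and in HL-60 they were 75.3% and 38.998% with DAC and 77.4% and 36.1% with NTX-301. Over all genes of these levels the medians were small: 0.020 and −0.019 with DAC and 0.028 and −0.028 with NTX-301 in HL-60, and 0.066 and −0.058, and 0.088 and −0.073, in MOLM-13 (low, then high genes). The pattern depended on the scaling. After quantile normalization the largest of the 4 gaps was 2.41 percentage points, and the medians of low genes were below 0. That method gives all samples 1 distribution, so a level-dependent difference between samples that the authors' normalization left in cannot be told apart from a change by the drugs. A difference in depth cannot be told apart either, with gaps up to 64.6 points, since the files give no read depth. GC content and length were argued against by a gap of at least 38.2 points after their trends were removed. The gap was at least 36.3 points in the 4 drug-against-DMSO contrasts, but the 2 drugs of a line shared their DMSO samples, so their agreement is no independent evidence. For NTX-301 against DAC it was 25.01 points in HL-60 and 28.4 in MOLM-13. Reads from DNA or unspliced RNA cannot be told apart. Pseudogenes with a mean of 5 to 8 rose less than protein-coding genes of the same level in 3 contrasts (−0.010, −0.062 and −0.031 on the log2 scale; two-sided permutation test with 100000 permutations, adjusted p 0.0424, 2e-05 and 2e-05, where 1e-05 is the smallest unadjusted p the permutations can give), but the difference for NTX-301 in MOLM-13 was −0.0063 (adjusted p 0.277). Reads of pseudogenes can also come from their parent genes. No biological explanation was tested.

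Readthrough genes stood among the named genes with wide errors. Without the named ones, the median residual spread of 113 readthrough genes in HL-60 lay at the 97.51 percentile of genes of the nearest mean, and of 112 in MOLM-13 at the 97.0 percentile (one-sided permutation p 1e-05 for both, the smallest the draws can give). Unstable splitting of reads between a readthrough gene and the genes it joins may explain these spreads, and fold changes of such genes are better not read as regulation.

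CXCL8 moved in opposite directions in HL-60, by 0.39 with DAC (SE 0.035, limma adjusted p 2.76e-06) and −1.0 with NTX-301 (SE 0.035, adjusted p 1.12e-10). A single deviating sample was argued against, since the largest adjusted p of either effect over the fits that left out 1 sample was 7.15e-05. In HL-60, 228 of the 2683 genes called for both drugs had opposite signs, and in MOLM-13 17 of 5291. A difference between the drugs or in their effective dose may underlie this, and neither was tested.

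CDKN1A was listed in MOLM-13, with a mean log2 value of 13.93, and was not listed in the HL-60 values used here. Its change in HL-60 was therefore not analysed here.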
